# Calycosin as a Novel PI3K Activator Reduces Inflammation and Fibrosis in Heart Failure Through AKT–IKK/STAT3 Axis

**DOI:** 10.3389/fphar.2022.828061

**Published:** 2022-02-21

**Authors:** Xiaoping Wang, Weili Li, Yawen Zhang, Qianbin Sun, Jing Cao, NanNan Tan, Shuangjie Yang, Linghui Lu, Qian Zhang, Peng Wei, Xiao Ma, Wei Wang, Yong Wang

**Keywords:** heart failure, calycosin, myocardial fibrosis, inflammation, PI3K–Akt pathway

## Abstract

**Aim:** Inflammation and fibrosis have been shown to be critical factors in heart failure (HF) progression. Calycosin (Cal) is the major active component of *Astragalus mongholicus Bunge* and has been reported to have therapeutic effects on the cardiac dysfunction after myocardial infarction. However, whether Cal could ameliorate myocardial infarction (MI)-induced inflammation and fibrosis and precise mechanisms remain uncertain. The aim of this study is to explore the role of Cal in HF and to clarify the underlying mechanisms.

**Methods:** For *in vivo* experiments, rats underwent left anterior descending artery ligation for heart failure model, and the cardioprotective effects of Cal were measured by echocardiographic assessment and histological examination. RNA-seq approach was applied to explore potential differential genes and pathways. For further mechanistic study, proinflammatory-conditioned media (conditioned media)-induced H9C2 cell injury model and TGFβ-stimulated cardiac fibroblast model were applied to determine the regulatory mechanisms of Cal.

**Results:** In the *in vivo* experiments, echocardiography results showed that Cal significantly improved heart function. GO and reactome enrichment revealed that inflammation and fibrosis pathways are involved in the Cal-treated group. KEGG enrichment indicated that the PI3K–AKT pathway is enriched in the Cal-treated group. Further experiments proved that Cal alleviated cardiomyocyte inflammatory responses evidenced by downregulating the expressions of phosphorylated IκB kinase α/β (*p*-IKKα/β), phosphorylated nuclear factor kapa B (*p*-NFκB), and tumor necrosis factor α (TNFα). Besides, Cal effectively attenuated cardiac fibrosis through the inhibitions of expressions and depositions of collagen I and collagen III. In the *in vitro* experiments, the phosphatidylinositol three kinase (PI3K) inhibitor LY294002 could abrogate the anti-inflammation and antifibrosis therapeutic effects of Cal, demonstrating that the cardioprotective effects of Cal were mediated through upregulations of PI3K and serine/threonine kinase (AKT).

**Conclusion:** Cal inhibited inflammation and fibrosis via activation of the PI3K–AKT pathway in H9C2 cells, fibroblasts, and heart failure in postacute myocardial infarction rats.

## Introduction

Despite recent advances in the therapies of cardiovascular disorders, heart failure (HF) remains a major cause of morbidity and mortality worldwide, which brings great burden on healthcare costs (Rhee and Lavine, 2020). Most often, HF is caused by myocardial infarction (MI) and typically associated with cardiac remodeling (Humeres and Frangogiannis, 2019). Notably, inflammation and fibrosis play crucial roles in the pathophysiology of HF (Bacmeister et al., 2019). Thus, there is an urgent need to develop novel anti-inflammatory and antifibrosis HF therapies.

Inflammation plays an important role in HF. After myocardial infarction, inflammatory response in remote remodeling myocardial segments is activated (Prabhu and Frangogiannis, 2016). Nuclear factor kappa-B (NFκB) is a crucial heterodimeric transcription factor in inflammatory responses, which is regulated by the IκB kinase (IKK) complex (Israël, 2010). Studies have shown that the persistently activated NFκB pathway in HF progression mediated the excessive release of various inflammatory cytokines such as tumor necrosis factor α (TNFα) and interleukin-1 (IL-1) (Wang et al., 2020a). Herein, the IKK-NF-κB pathway is believed to be one of the most attractive targets for HF.

Myocardial pathological remodeling is the major reason for decreased cardiac function HF (Frangogiannis, 2014). Massive sudden loss of cardiomyocytes induced by inflammatory response overwhelms the limited regenerative capacity of the myocardium, resulting in the formation of a collagen-based scar (Prabhu and Frangogiannis, 2016). Along this line, the imbalance of myocardial extracellular matrix (ECM) deposition and degradation promotes the collagen fiber replacement in necrotic myocardial tissue, which contributes to scar tissue accumulation and cardiac fibrosis. Matrix metalloproteinase 9 (MMP-9) could degrade the ECM and plays an important role in the compensation of myocardial fibrosis (Medeiros et al., 2017). Signal transducer and activator of transcription 3 (STAT3), a member of STAT family, is a transcription factor, which can inhibit the degradation of ECM and regulate myocardial fibrosis (Wang et al., 2019; Singh et al., 2021). Therefore, STAT3–MMP9 are promising antifibrosis targets for HF therapeutic strategies.

Phosphatidylinositol three kinase (PI3K)-serine/threonine kinase (AKT) is an important signaling pathway that can protect the heart against cardiac injuries (Wu et al., 2016). PI3K belongs to a conserved family of lipid kinases and is the primary regulator of AKT activation (Chong et al., 2015). It is reported that PI3K could phosphorylate IKK into active form and subsequently activate downstream target NFκB to activate the inflammatory responses (Li et al., 2018). Meanwhile, evidence have shown that activation of PI3K could decrease the level of STAT3 phosphorylation to reduce the fibrosis (Lee et al., 2019). Collectively, the PI3K–AKT signaling pathway plays a crucial role in inflammation response and cardiac fibrosis.

Calycosin (Cal) is one of the major active ingredients in the plant *Astragalus mongholicus* Bunge (Efferth et al., 2016) and has emerged as a highly valued herb to treat cardiovascular diseases. Liu et al. have proven that Cal attenuates myocardial ischemia–reperfusion injury by activating JAK2/STAT3 signaling pathway via the regulation of IL-10 secretion in mice (Liu et al., 2020). Huang et al. have reported that Cal reduces infarct size, oxidative stress, and preserve heart function in an isoproterenol-induced myocardial infarction model (Huang et al., 2020). Zhai et al. revealed that Cal ameliorates doxorubicin-induced cardiotoxicity by suppressing oxidative stress and inflammation via the sirtuin 1-NOD-like receptor protein three pathway (Zhai et al., 2020). However, whether Cal could alleviate MI-induced HF remains unknown. Herein, the left anterior descending (LAD) artery ligation-induced HF rat model was conducted to investigate efficacy evaluation. To explore the mechanism of action of Cal, we applied an RNA-seq approach. Intriguingly, the inflammation and fibrosis pathways are significantly enriched. Furthermore, we performed proinflammatory conditioned media (CM)-induced H9C2 cell lines and TGFβ-stimulated cardiac fibroblasts to verify the precise molecular mechanisms.

## Materials and methods

### Reagents and chemicals

Calycosin was purchased from the Nature Standard Technical Service Co., Ltd. (Shanghai, China). Fosinopril, DMEM, FBS, trypsin, penicillin, streptomycin, sodium cacodylate buffer, and DAPI were purchased from the Beijing BioDee Biotechnology Co., Ltd. (Beijing, China). Paraformaldehyde (4%) and saline (0.9%) were from Applygen Technology Inc. (Beijing, China). Dimethyl sulfoxide (DMSO) was acquired from Sigma-Aldrich LLC (Shanghai, China). LY294002 was purchased from Abmole China Branch. All other chemicals were purchased from commercial sources.

### Animal experiments, grouping, and model establishment

After 1 week of acclimation, Sprague–Dawley (SD) male rats (220 g) obtained from the Beijing Vital River Laboratory Animal Technology Co., Ltd. were randomly divided into four groups (number/each group = 8): sham group, model group, calycosin (Cal) treatment group, and fosinopril treatment group. Rats in the sham group underwent sham surgery, while HF was induced in other rats by direct left anterior descending (LAD) artery ligation as described in our previous study (Zhang et al., 2018). Based on our previous literature (Zhang et al., 2019; Wang et al., 2020a), 24 h after surgery, the acute myocardial infarction model was established, and the drug treatment was started. Rats in the Cal group were treated with Cal at a dosage of 80 mg/kg per day (Li et al., 2020). Rats in the fosinopril group were treated with fosinopril at a dosage of 4.67 mg/kg per day (Wang et al., 2020b). Rats in the sham group and model group were treated with the same volume of distilled water. All the drugs and distilled water were orally administrated with an amount of l ml/100 g for 28 days. It is reported that based on available clinical evidence, fosinopril is an effective and well-tolerated option for the management of patients with heart failure (Davis et al., 1997). For this reason, we set the fosinopril group as a positive control. During the whole procedure, the total mortality of the rats was 30%; most deaths occurred during surgery or after surgery, possibly owing to acute pump failure or fatal arrhythmia. This study conforms to the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH publication no. 85–23, revised 1996), and it was approved by the Institutional Animal Care and Use Committee at the Beijing University of Chinese Medicine (consent number: BUCM20200914-YW).

### Echocardiographic assessment

Transthoracic echocardiography was performed by using a Vevo 2100 instrument (VisualSonics, Canada) equipped with an MS-400 imaging transducer. The echocardiographic measurements were performed under general anesthesia with 1% pentobarbital sodium. M-mode tracings were recorded through the anterior and posterior left ventricular (LV) walls at the papillary muscle level. Heart functions were assessed by related parameters including left ventricular internal dimension—systole (LVID; s), left ventricular internal dimension—diastole (LVID; d), ejection fraction (EF), and fractional shortening (FS). Three cardiac cycles were recorded for the measurements.

### Histological examination

Hearts were cut horizontally through the mid region to create cross sections of both the left and right ventricles, and the apex part was fixed with 4% paraformaldehyde. Then the tissues were embedded in paraffin and cut into 5-μm sections. After deparaffinized by xylene and rehydrated via different grades of ethanol, the sections were stained with hematoxylin–eosin (HE) staining and Masson staining to assess overall pathological changes. Digital images were observed under a microscope at ×400 magnification (Leica Biosystems Richmond, Inc.). Inflammatory cell rate is evaluated by the area of inflammatory cell infiltration using HE staining images. In brief, we selected the region of inflammatory cell infiltration in Image Pro Plus software, then calculated the area of this region as the area of inflammatory cell infiltration of this picture. Then we calculated the area of inflammatory cell infiltration of eight HE views (magnification = original × 400) in the same group. The intensity of inflammatory cell infiltration in other groups was calculated and compared. The collagen volume fraction was also analyzed by Image Pro Plus software in the infarcted border zone. Eight separate images (magnification = original × 400) of Masson staining sections were selected, and collagen volume fraction (CVF) was calculated using the following formula: CVF = collagen area / total visual area × 100%, to assess the degree of cardiac fibrosis.

### Detection of serum biomarkers

The serum was collected from fresh blood and centrifuged at 3,000 × *g* for 10 min at 4°C. The concentrations of serum NTpro-BNP, malondialdehyde (MDA), interleukin-1 (IL-1), and TNFα were detected by enzyme-linked immunosorbent assay.

### Immunohistochemistry assay

Heart sections were deparaffinized and blocked with 5% goat serum for 1.5 h at room temperature. After washing three times with PBS, the sections were incubated with primary antibodies: rabbit polyclonal anti-TNFα antibody (1:500; Abcam; ab220210), rabbit polyclonal anti-collagen I antibody (1:500; Abcam; ab34710), and rabbit polyclonal anti-collagen III antibody (1:500; Abcam; ab7778) at 4°C overnight, and then were incubated with a secondary antibody. Finally, the sections were stained with diaminobenzidine (DAB).

### Ribonucleic acid preparation

In our previous report, RNA-seq was applied in HF rats, the same model as this research (Gao et al., 2020). According to the evaluation results of cardiac function, the difference of intergroup in each group was not significant by comparing with pair-matching *t* test, so we chose three animals per group by random sampling. Total RNA of the cardiac tissues was extracted using TRIzol Reagent^®^ (Invitrogen, Carlsbad, CA, USA). Extracted RNA was digested with dnase to remove contaminating genomic DNA, and the quality of RNA was evaluated by RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA). RNA was purified using poly-T oligo-attached magnetic beads, then reverse transcribed into cDNA. After cDNA was ligated with adaptors, PCR amplification was applied with Phusion High-Fidelity DNA polymerase, universal PCR primers, and index (X) primer, and build the library of each sample. The library was sequenced on Illumina Hiseq4000 platform and 150-bp paired-end reads. Quality control and alignment were performed with rat reference sequences. Subsequently, read counts of each gene were computed as raw gene expression.

### Differential expression analysis; GO, reactome, and KEGG pathway enrichment

Using the R package “DESeq2,” differentially expressed genes (DEG) were identified with a *p*-value <0.05 and |log2 (foldchange)| >1 in the R version 3.5.1 software. Furthermore, GO, reactome, and KEGG pathway enrichment were performed using the R package “clusterProfiler” with *p* < 0.05 (R version 3.5.1 software).

### H9C2 cell culture and cell viability

Cell used in the present study were purchased from the China Infrastructure of Cell Line Resources (Institute of Basic Medical Sciences, Chinese Academy of Medical Sciences) and cultured in Dulbecco’s modified Eagle medium (DMEM, Hyclone, USA) supplemented with 10% fetal bovine serum (FBS, Corning, USA), as well as a mixture of penicillin (100 U/ml, Corning, USA) and streptomycin (100 μg/ml, Gibco, USA) at 37°C in a humidified atmosphere of 5% CO_2_. To evaluate the cytotoxicity of Cal in H9C2 cells, cells were cultured in 96-well plates at a density of 6 × 10^3^ cells/well and subjected to different concentrations (2.5, 5, 10, and 20 μM) of Cal treatments. Referring to the inflammatory cell model in our previous study (Li et al., 2016), RAW264.7 cells were subjected to lipopolysaccharide (LPS) (1 μg/ml) for 24 h. Then cell supernatants for conditioned media (CM) were collected for the next experiments. To investigate the effects of Cal on CM-stimulated cardiomyocytes, H9C2 cells were precultured with Cal for 6 h, then stimulated with CM (with/without Cal) for 24 h. CCK-8 was applied to detect the cell viability at 450 nm under a microplate reader.

### Isolation and cardiac fibroblast culture

Cardiac fibroblasts were isolated from neonatal SD rats using mixed enzymatic digestion (0.06% trypsin/0.04% collagenase type Ⅱ in D-PBS without Ca^2+^/Mg^2+^). Then fibroblasts were separated from cardiomyocytes by differential adhesion for about 90 min. The adherent cells are fibroblasts. Cells at passages 2–6 were cultured with serum-free media for about 24 h and subsequently stimulated with 20 ng/ml of TGF-β1 (PeproTech, USA) and Cal or LY294002 for 24 h.

### Detection for supernatant biomarkers

Levels of tumor necrosis factor-α (TNF-α) and IL-1 in cell supernatant were assessed by following the protocols of commercially available kits (NanjingJiancheng, China). The content was expressed as pg/ml.

### Evaluation of mitochondrial transmembrane potential

Mitochondrial membrane potential (MMP) in different groups were evaluated by the JC-1 staining kit (Beyotime Biotechnology, China). H9C2 cells were cultured on laser confocal dishes and then induced by CM. Different groups of H9C2 cells were incubated with JC-1 probe for 30 min at 37°C in the dark. After washing three times with PBS, the images were scanned by laser confocal microscopy (Leica Microsystems GmbH). Image ProPlus (IPP) software was applied to calculate and analyze the ratio of aggregates/monomers fluorescence intensity.

### Detection of reactive oxygen species

ROS was assessed by a commercial assay using fluorescent probe DCFH-DA. H9C2 cells were induced by CM in the presence or absence of Cal and LY294002, and then observed at excitation and emission wavelengths of 488 and 525 nm under a fluorescence microscope (Leica Microsystems GmbH).

### Cell immunofluorescence

H9C2 cells were grown onto confocal dishes for the specified experiment time, fixed with 4% paraformaldehyde for 12 min followed by 0.5% Triton X-100 for 20 min, and blocked with normal goat serum for 1.5 h. Then cells were incubated with NFκB antibody overnight at 4°C. After three times of washing, cells were incubated with the secondary antibody at room temperature for 1.5 h in the dark. After being washed three times, cells were counterstained with 5 μg/ml of DAPI for 20 min. Images were then obtained under a confocal microscope. For α-SMA immunofluorescence, anti-α-SMA antibody (1A4, Santa Cruz Biotech) and an Alexa–Fluor 488-labeled secondary antibody (Molecular Probes) were used.

### Western blot analysis

Heart tissues and H9C2 cells were homogenized in RIPA lysis buffer and quantified by the bicinchoninic acid (BCA) method. A total of 50 μg of protein was separated by 10% sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) gel and then transferred to a PVDF membrane. After being blocked in a solution of TBST with 5% skimmed milk for 1.5 h at room temperature, the membranes were incubated overnight at 4°C with the following primary antibodies: anti-*p*-NFκB (ab97726; Abcam, USA), NFκB (CST8242, Cell Signaling Technology, Germany), antiTNFα antibody (ab183218; Abcam, USA), anti-p-STAT3 (ab76315; Abcam, USA), STAT3 (ab68153; Abcam, USA), MMP-9 (ab38898; Abcam, USA), PI3K (ab182651; Abcam, USA), AKT (ab182729; Abcam, USA), *p*-AKT (CST4060, Cell Signaling Technology, Germany), *p*-IKKα/β (CST2697T, Cell Signaling Technology, Germany), IKKα (CST2682, Cell Signaling Technology, Germany), IKKβ (CST8943, Cell Signaling Technology, Germany), and anti-GAPDH (ab8245, Abcam, 1:5,000) at 4°C overnight. Afterward, membranes were washed and incubated with specific horseradish peroxidase (HRP)-conjugated secondary antibodies (goat antirabbit IgG 1:12,000 and goat antimouse IgG 1:5,000) for 1 h. The blots were visualized with enhanced chemiluminescent (ECL) plus Western blotting detection reagent (GE Healthcare, UK) for 1 min at room temperature without light, and then captured and analyzed by UVP BioImaging Systems (Bio-Rad, Hercules, CA, USA). Furthermore, protein expressions were normalized based on GAPDH level, and grayscale analysis was performed by the Image-Lab software.

### Statistical analysis

Statistical analysis was performed with the SPSS software (SPSS version 22.0) or GraphPad Prism 7. All data were presented as the mean ± standard deviation (SD). Data were carried out by Dunnett’s test and one-way analysis of variance (ANOVA) to compare differences among multiple groups. *p*-Values less than 0.05 were considered statistically significant.

## Results

### Efficacy evaluation after calycosin treatment in heart failure model

After 28 days of treatments, echocardiography was implemented to examine cardiac function. The results indicated that rats in the model group had significantly lower values of EF and FS, while the diameters on LVID; s and LVID; d were longer than that in the sham group, revealing that the HF model was successfully induced. After treatment with Cal and fosinopril, both EF and FS were increased significantly compared with the model group, suggesting that the left ventricular function was improved by Cal and fosinopril treatment. Additionally, compared with the model group, LVID; d in Cal and fosinopril groups were reduced significantly, while LVID; s in Cal and fosinopril groups were of no statistical significance (Figures 1A, B). The pathological changes in heart tissue were detected by H&E staining. As shown in Figure 1C, the left ventricular areas of the rats in the sham group were clearly visible, with the myocardial fibers arranged neatly and no inflammatory cell infiltration exerted in the myocardial interstitial space. However, in the heart tissue of rats in the model group, a significantly increased infiltration of inflammatory cell was present, myocardial fibers in the infarcted area were almost dissolved, and the myocardial stripes disappeared. Treatment with Cal and fosinopril rescued hearts from inflammatory cell infiltration and improved these pathological changes obviously (Figure 1C). Besides, Masson staining showed that there was obvious extensive collagen deposition in the border zone of the infarction in HF rats, whereas treatment with Cal and fosinopril significantly reduced contents of collagen deposition (Figure 1D). In addition, compared with the model group, Cal and fosinopril significantly reduced the serum levels of NTpro-BNP and MDA, which are the biomarkers of cardiac injury in HF (Figure 1E). These data indicated the protective effects of Cal and fosinopril on cardiac function.

**FIGURE 1:**
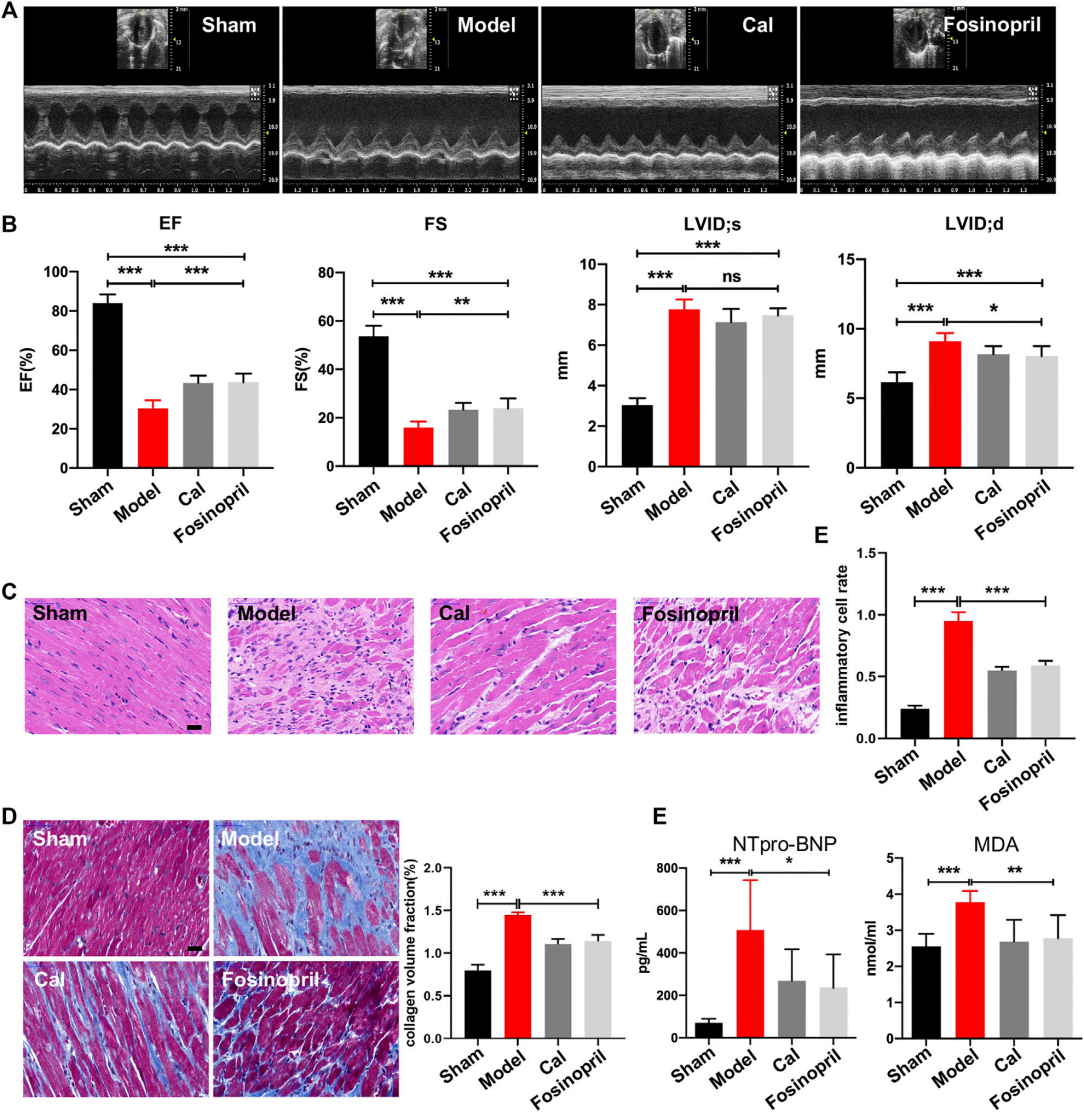
Calycosin (Cal) protected heart function against heart failure (HF) in rats. **(A)** Representative images of echocardiography representing the changes in cardiac function. **(B)** Echocardiographic analysis showed that Cal and fosinopril treatment could increase ejection fraction (EF) and fractional shortening (FS), and decrease left ventricle internal dimension—diastole (LVID; d) values, while there were no significances on left ventricle internal dimension—systole (LVID; s). **(C)** Hematoxylin–eosin (HE) staining showed that Cal and fosinopril treatment protected against the inflammation injury; scale bar = 50 μm. Quantification of inflammatory cell infiltration (%) showed that Cal and fosinopril treatment decreased the inflammatory cell rate. **(D)** Masson staining and quantification of collagen volume fraction (CVF) showed that Cal and fosinopril treatment reduced collagen deposition and alleviated myocardial fibrosis; scale bar = 50 μm. **(E)** Levels of serum NTpro-BNP and MDA in the different groups. Data are presented as the mean ± standard error of three independent experiments (*N* = 8 per group, *p < 0.05, ** *p* < 0.01, and *** *p* < 0.001).

### Identification of differentially expressed genes associated with calycosin treatment

We utilized RNA-Seq to determine the effect of Cal on the cardiac transcriptome. 

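Cardiac RNA of 9 rats was sequenced, 3 from each of 3 groups. The sham rats underwent the operation without ligation of the left anterior descending coronary artery, which induced HF in the other rats. The Cal group then received 80 mg/kg of Cal per day, and treatment lasted 28 days. The authors counted reads per gene, normalized them with DESeq2 and deposited one table for the Cal group and the model group and one for the model group and the sham group. Each table lists the genes to which the authors gave an adjusted p under 0.05, 4288 in the Cal and model table and 2458 in the model and sham table. Both use mouse Ensembl identifiers and mouse chromosomes, whereas the paper's Methods name rat reference sequences, and no genome build is named in the tables or the paper's text.
The sample columns hold each gene's count divided by one size factor per library, called normalized counts here. In every sample column 100% of the values were whole reads divided by that factor, so the reads could be recovered. Reads on the listed genes of the Cal and model table were 3501023, 3896958 and 3998471 in the libraries headed Model 1 to 3, and 2897453, 2860826 and 3341738 in those headed Cal 1 to 3. In the model and sham table they were 3682383, 3270460 and 3278209 in the libraries headed Con 1 to 3, and 4110171, 4166846 and 4659882 in those headed Cal 1 to 3. These sums cover selected genes only, and the full depth of the libraries is unknown.
The headings of the columns conflict. In the Cal and model table, the authors' mean column headed Cal is the mean of the sample columns headed Model, and the mean column headed Model is the mean of the sample columns headed Cal. In the model and sham table, the mean column headed Model is the mean of the sample columns headed Cal, and no sample column is headed Model. The reads of the libraries headed Cal were identical between the 2 tables in 986 of 986 shared genes, so they are the same libraries. Libraries are therefore named by the heading of their sample column throughout, and a fold change of the libraries headed Cal over those headed Model has the opposite sign to the one in the authors' deposited table. Genes were tested with limma on log2(normalized count + 1), separately within each table because the tables were normalized separately. P-values were adjusted by the Benjamini-Hochberg method over the listed genes, and fold changes are on that scale, which understates the change of low genes. Since the genes had been selected by the authors' own test, this re-test checks their calls and cannot find further genes. A comparison of single values between 3 libraries and 3 cannot give a two-sided exact p under 0.1.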

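Over the 986 genes listed in both tables, the 9 libraries were compared on log2(normalized count + 1), with the level of the libraries headed Con set across the tables through the shared libraries headed Cal. The first component held 76.7% of the variance and the second 17.7%. On the first component the libraries headed Model lay between 37.0 and 49.0, those headed Cal between -9.53 and 0.564, and those headed Con between -41.2 and -37.0. The second component set the libraries headed Cal, between -23.7 and -22.2, apart from the other libraries, between 7.39 and 15.3. The correlation across genes, which are not independent replicates, was 0.725 to 0.818 between libraries headed Cal and Con, 0.611 to 0.756 between those headed Model and Cal, and 0.385 to 0.510 between those headed Model and Con. Replicates within a group had correlations of 0.964 to 0.986. By the mean columns' headings the libraries headed Cal are the model group and those headed Model the Cal group, and the group nearer to Con would be the model group. All of these genes had been selected as differing in both comparisons, so distances over the whole transcriptome were not measured.

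**Figure D1:**
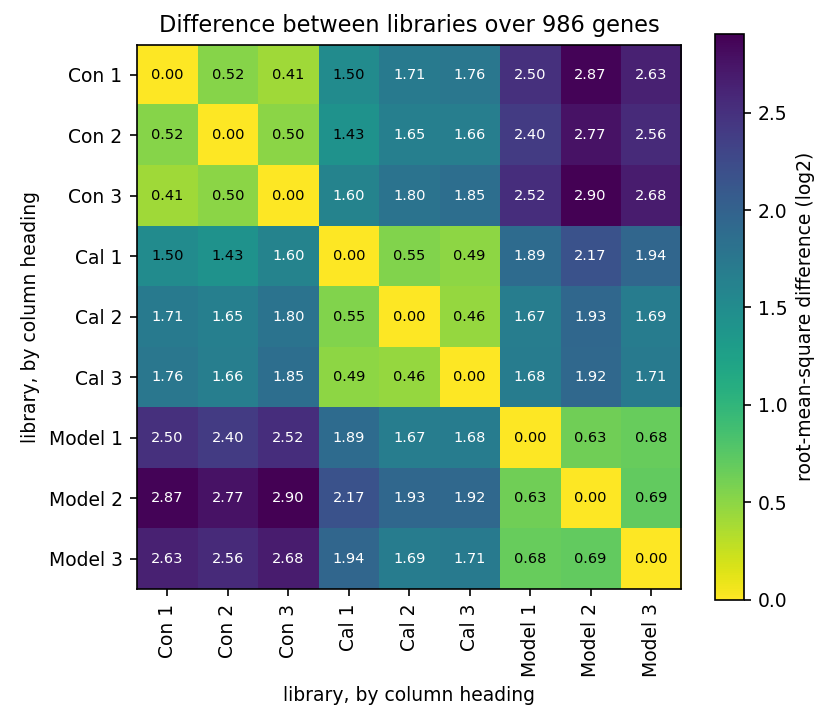
Root-mean-square difference in log2(normalized count + 1) between each pair of the 9 libraries over 986 genes, with libraries named by sample column heading and levels set across the 2 tables. The median difference was 1.66 between libraries headed Cal and Con, 1.89 between those headed Model and Cal, and 2.63 between those headed Model and Con, against 0.490 to 0.676 within groups.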

Principal component analysis (PCA) was used for visualizing RNA-seq between different groups (Figure 2A). 

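Of the 4288 genes listed for the Cal and model groups, 4210 (98.2%) had all 3 libraries of one group above all 3 of the other, and of the 2458 listed for the model and sham groups 2393 (97.4%) did. Chance gives 10% for genes that were not selected, but these genes were listed because the authors' test found these groups to differ. The gene with the lowest log2 fold change of the libraries headed Cal over those headed Model was Saa3 (ENSMUSG00000040026, mouse chromosome 7 from 46711998 to 46715700), which encodes an acute-phase apolipoprotein. Its normalized count was 30.1 ± 18.6 (SD, n = 3) in the libraries headed Cal and 11996 ± 2124 (SD, n = 3) in those headed Model, although 2 of its paralogs are listed in the same table and reads could be split between them. The log2 fold change was -8.82 (standard error 0.49, adjusted p = 7.65e-05 from limma). Ky (ENSMUSG00000035606, chromosome 9 from 102505750 to 102546239) had the highest, with 421 ± 107 in the libraries headed Cal against 9.54 ± 7.56 in those headed Model (SD, n = 3 each), a log2 fold change of 5.52 (standard error 0.49, adjusted p = 0.000201 from limma). The mean columns name both directions the other way. In the model and sham table, Cxcl2 (ENSMUSG00000058427, chromosome 5 from 90903871 to 90905938) had 4499 ± 273 in the libraries headed Cal and 5.17 ± 3.44 in those headed Con (SD, n = 3 each), a log2 fold change of 9.67 (standard error 0.37, adjusted p = 6.6e-07 from limma). Cxcr4 (ENSMUSG00000045382, chromosome 1 from 128588199 to 128592293) was lowest, with 10.3 ± 5.23 against 166 ± 30.9 (SD, n = 3 each) and a log2 fold change of -3.97 (standard error 0.34, adjusted p = 3.87e-05 from limma). The table's mean columns name this second comparison model over Con. These 4 genes are the extremes among called genes with groups that do not overlap and a mean of at least 100 in the higher group.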

A hierarchical cluster heatmap between different groups illustrated the differentially expressed genes (DEGs) (Figure 2B). 

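At an adjusted p under 0.05 from limma and a log2 fold change beyond 1 in either direction, 2575 of the 4288 listed genes were called between the libraries headed Cal and those headed Model. Of these, 1219 were higher in the libraries headed Cal and 1356 lower. The headings of the mean columns would exchange these directions. The fold change limit moved the count most, since 4272 genes passed the adjusted p alone. With the reads recovered from the normalized counts and the authors' size factors, edgeR's quasi-likelihood test called 2593 genes and DESeq2 called 2596, and the authors' deposited table has 2596 genes with a log2 fold change beyond 1, 1389 above and 1207 below. The DESeq2 fit repeats the authors' method on their own reads, size factors and selected genes, so its match with their count was built in. Median-ratio scaling on the listed genes called 2693 and turned the split to 1646 higher and 1047 lower in the libraries headed Cal. With each library left out in turn, 2344 to 2704 genes were called.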

Compared with the model group, a total of 3,104 DEGs (1,473 upregulated and 1,631 downregulated genes) satisfied |log2 (foldchange)| > 1 and the adjusted *p*-value less than 0.05 in the Cal-treated group (Figure 2C). 

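The tables share 986 genes, of which 936 are protein-coding. Requiring a limma call with a log2 fold change beyond 1 in both tables left 286 genes. In the authors' deposited tables, read with the names of the mean columns, 438 of the 986 genes (44.4%, 95% Wilson interval 41.3% to 47.5%) changed in Cal over model in the direction opposite to their change in model over Con. Among them, 271 were higher in model than in Con and lower in Cal, and 167 were lower and then higher. Another 311 genes were higher in both comparisons and 237 lower in both. The Wilson interval treats genes as independent, which they are not, and leaves out the spread between animals. By the headings of the sample columns, 865 of the 986 genes (87.7%) changed oppositely. Of these, 548 are the genes with the same sign in both tables, which are opposite by arithmetic under that naming, and 317 are among the other 438. That count was chosen after seeing the data, and it sets levels across 2 separately normalized tables.

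**Figure D2:**
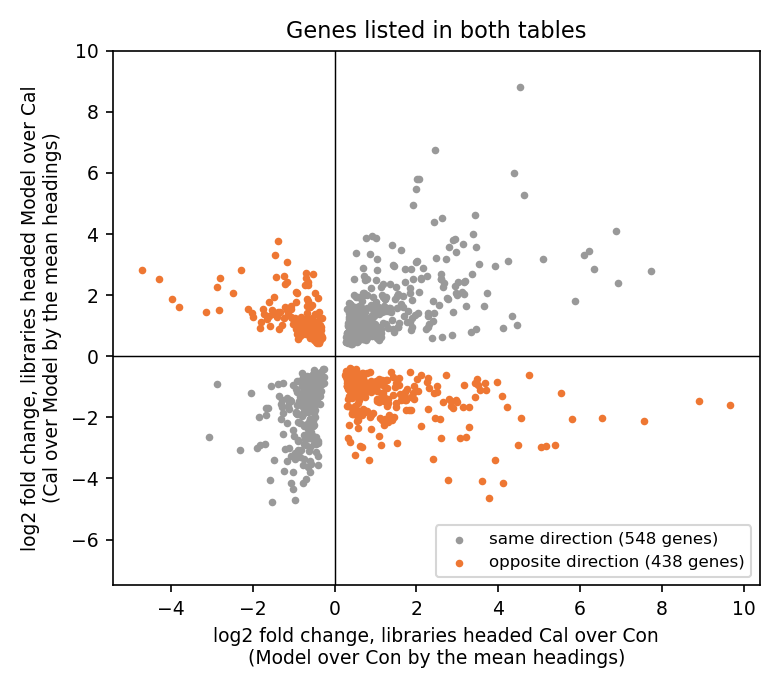
Log2 fold changes from limma of the 986 genes listed in both tables, one point per gene, with the libraries headed Cal over Con on the horizontal axis and the libraries headed Model over Cal on the vertical axis. The 438 genes in orange have opposite signs and the 548 in grey the same sign, which by the mean headings is the direction against and with the model.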

Besides, the 986 key targets of Cal treatment against the HF model were obtained by overlapping the 4,288 targets of Cal treatment and 2,458 targets of HF model with a Venn diagram (Figure 2D). Furthermore, the identified 3,104 DEGs (Cal group vs. model group) were further used for Gene Ontology and functional pathway enrichment analysis. 

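Gene families of inflammation and of the extracellular matrix, picked by gene symbol, were counted by direction among the 4288 listed genes, since the term lists behind Figures 2E, F were not used here. Each family was set against all other listed genes with a two-sided Fisher's exact test, adjusted over 14 families. The test counts genes, which are not independent replicates, so its p-values do not measure the spread between animals. All 16 listed genes picked as interleukin receptors were higher in the libraries headed Model than in those headed Cal (adjusted p = 0.000776), with log2 fold changes of Cal over Model from -3.18 to -1.08. The lowest is that of Il1rn, which encodes a receptor antagonist. Without it, a setting chosen after seeing the data, 15 of 15 genes were higher in the libraries headed Model (adjusted p = 0.00145), with log2 fold changes of -2.94 or above. Of 18 collagen genes, 14 were higher in the libraries headed Cal (adjusted p = 0.0375), which did not hold among genes with a mean normalized count of at least 10 (adjusted p = 0.115, with 0.00358 to 0.115 over all alternatives). For 12 of 17 chemokines (adjusted p = 0.448), 10 of 12 genes picked as interleukins (adjusted p = 0.160) and 7 of 10 matrix metalloproteinases (adjusted p = 0.487), the higher level was in the libraries headed Model, none past an adjusted p of 0.05 against the other genes. None of these counts changed majority under quantile normalization or median-ratio scaling. Col1a1 (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042) had a normalized count of 2600 ± 262 in the libraries headed Cal and 1008 ± 181 in those headed Model (SD, n = 3 each), a log2 fold change of 1.38 (standard error 0.17, adjusted p = 0.000514 from limma). Col3a1 (ENSMUSG00000026043, chromosome 1 from 45311538 to 45349706) had 5596 ± 278 and 3160 ± 759 (SD, n = 3 each), a log2 fold change of 0.85 (standard error 0.20, adjusted p = 0.00565 from limma). By the headings of the mean columns the Cal group would be the one with the lower collagen and the higher interleukin receptor expression. Neither Col1a1 nor Col3a1 is among the genes listed for the model and sham groups. The only collagen listed there is Col27a1, with a log2 fold change of 0.78 in the libraries headed Cal over Con. Whether Cal reversed an HF change in the other collagens cannot be told here.

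**Figure D3:**
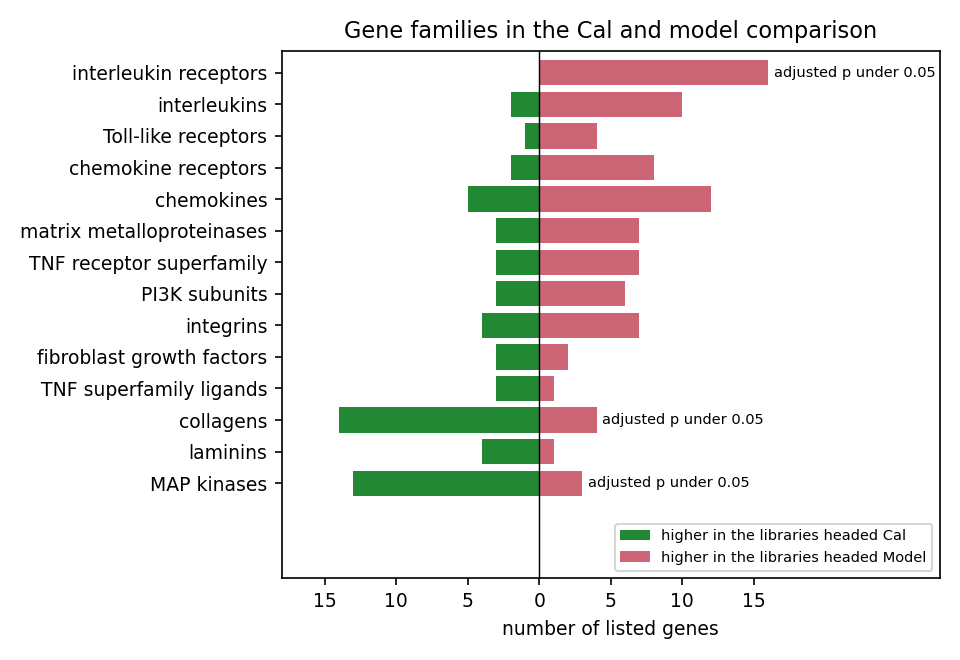
Number of listed genes of each family that were higher in the libraries headed Cal (bars to the left) or higher in those headed Model (bars to the right), by sample column heading. The 16 genes picked as interleukin receptors, Il1rn among them, lie on the Model side and 14 of 18 collagens on the Cal side, a majority that neither quantile normalization nor median-ratio scaling turned.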

Intriguingly, enrichment analyses of GO annotations and reactome pathways revealed that the DEGs are related to inflammatory response and fibrosis in the Cal treatment group compared with the model group (Figures 2E, F). Besides, KEGG enrichment analysis of 3,104 DEGs showed that the involved pathway of Cal treatment was mainly composed of the PI3K–Akt signaling pathway, TNF signaling pathway, cytokine–cytokine receptor interaction, and MAPK signaling (Figure 2G). 

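Among the genes of these pathways, 9 PI3K subunits are listed for the Cal and model groups. Of these, 6 were higher in the libraries headed Model (adjusted p = 0.606 from Fisher's exact test against the other listed genes). Pik3r5 had the lowest log2 fold change of Cal over Model among those above the floor of 3 counts, at -2.04 (standard error 0.34, adjusted p = 0.00155 from limma), and Pik3r3 the highest, at 1.75 (standard error 0.18, adjusted p = 0.0003 from limma). Pik3c2g, with at most 2 reads in any library headed Cal, was at least 2.67-fold higher in those headed Model. Pik3r1 fell by 1.02 on the log2 scale in the libraries headed Cal (adjusted p = 0.0106 from limma), a difference that quantile normalization took to -0.45 (adjusted p = 0.161, with 0.00139 to 0.161 over the alternatives set for named genes). Akt1 was higher in the libraries headed Cal, with a log2 fold change of 0.46 (standard error 0.13, adjusted p = 0.0115 from limma). Of 16 MAP kinase cascade genes, 13 were higher in the libraries headed Cal (adjusted p = 0.0353 from Fisher's exact test, 0.0353 to 0.141 over the alternatives), and of 4 TNF superfamily ligands 3 were (adjusted p = 0.487), with the same counts under both other scalings. The mean columns exchange the names of the groups in all of these directions. From the integrated RNA-seq results, the paper proposes that inhibition of inflammation and of fibrosis may account for the protection by Cal.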

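Il1b, Stat3, Acta2 and Nppb are among the genes of proteins measured in the paper that both tables list, and their levels in the 3 groups can be set side by side through the shared libraries, across tables that were normalized separately. Il1b (ENSMUSG00000027398, chromosome 2 from 129364570 to 129371139) had a normalized count of 16.6 ± 11.5 in the libraries headed Con, 368 ± 123 in those headed Model and 1439 ± 129 in those headed Cal (SD, n = 3 each). Its log2 fold change of Cal over Model was 2.02 (standard error 0.26, adjusted p = 0.000623 from limma). Stat3 (ENSMUSG00000004040, chromosome 11 from 100885098 to 100939540) had 2225 ± 275, 8933 ± 1107 and 3010 ± 580 in the same order, and fell by 1.58 on the log2 scale from Model to Cal (standard error 0.19, adjusted p = 0.000471 from limma). Its difference between the libraries headed Cal and Con was 0.42 (adjusted p = 0.0212 from limma), with overlapping groups (two-sided exact permutation test, p = 0.2). It changed sign under quantile normalization (adjusted p = 0.769, with 0.00546 to 0.769 over the alternatives set for named genes) and was not past an adjusted p of 0.05 in 4 of the 6 fits that each left out one library. Acta2, which encodes smooth muscle α-actin, had 2847 ± 142, 1521 ± 60.7 and 2230 ± 112, a log2 fold change of Cal over Model of 0.55 (standard error 0.12, adjusted p = 0.00408 from limma). Nppb, which encodes the precursor of BNP, had 2526 ± 578, 3426 ± 1006 and 1734 ± 288, and its fall of Cal against Model was not past an adjusted p of 0.05 under quantile normalization (adjusted p = 0.150, with 0.00584 to 0.150 over the alternatives set for named genes). With the names of the mean columns, the libraries headed Model here are Cal and those headed Cal are model.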

In conclusion, the integrated RNA-seq results suggested that the cardioprotective effects of Cal may owe to anti-inflammation and antifibrosis.

**FIGURE 2:**
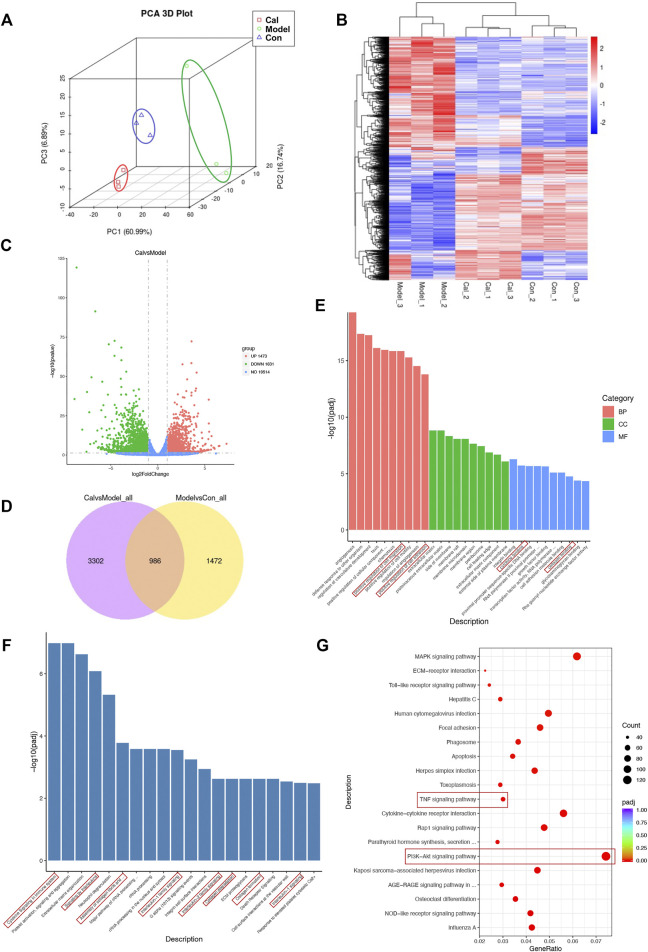
Functional analysis of the differentially expressed genes (DEGs). **(A)** Principal component analysis (PCA) was used for visualizing RNA-seq between the different groups. **(B)** Heatmap of total DEGs between the different groups. **(C)** Volcano plots of DEGs between the Cal-treated group and the model group. The *x*-axis represents log2 (fold change) and the *y*-axis represents −log10 (padj). Red dots represent log2 > 1 and *p-*value < 0.05. Green dots are log2 < −1 and *p*-value < 0.05. **(D)** The 986 common DEGs were identified by Venn diagram. **(E)** The identified DEGs (Cal group vs. model group) were used for various Gene Ontology enrichment analysis including biological process (BP), cellular component (CC), and molecular functions (MF). The identified DEGs (Cal group vs. model group) were used for reactome **(F)** and KEGG **(G)** pathway classification analysis. *N* = 3 per group.

### Effects of calycosin on myocardial inflammation via IKKs-NFκB pathway

The IKKs-NFκB pathway is considered as the initiation of inflammatory cascade. WB results implied that expressions of IKKα/β and NFκB remained relatively unaltered among different groups, while the expression levels of phosphorylated IKKα/β (*p*-IKKα/β) and NFκB (*p*-NFκB) increased significantly in the model group. After treatment with Cal, the expressions of *p*-IKKα/β and *p*-NFκB were reduced significantly, while only *p*-NFκB was decreased markedly in the fosinopril group (Figure 3A). The expression of downstream target activated by NFκB was further detected. Protein level of TNFα in the model group was increased, whereas Cal and fosinopril treatment suppressed the expression of TNFα (Figure 3A). Additionally, immunohistochemistry results showed that IOD of TNFα in the model group was upregulated significantly. After treatment with Cal and fosinopril, IOD of TNF was decreased (Figure 3B). Besides, Cal and fosinopril significantly reduced the serum levels of TNFα (Figure 3C) and IL-1 (Figure 3D). Collectively, these data indicated that Cal and fosinopril could alleviate inflammatory responses in HF rats.

**FIGURE 3:**
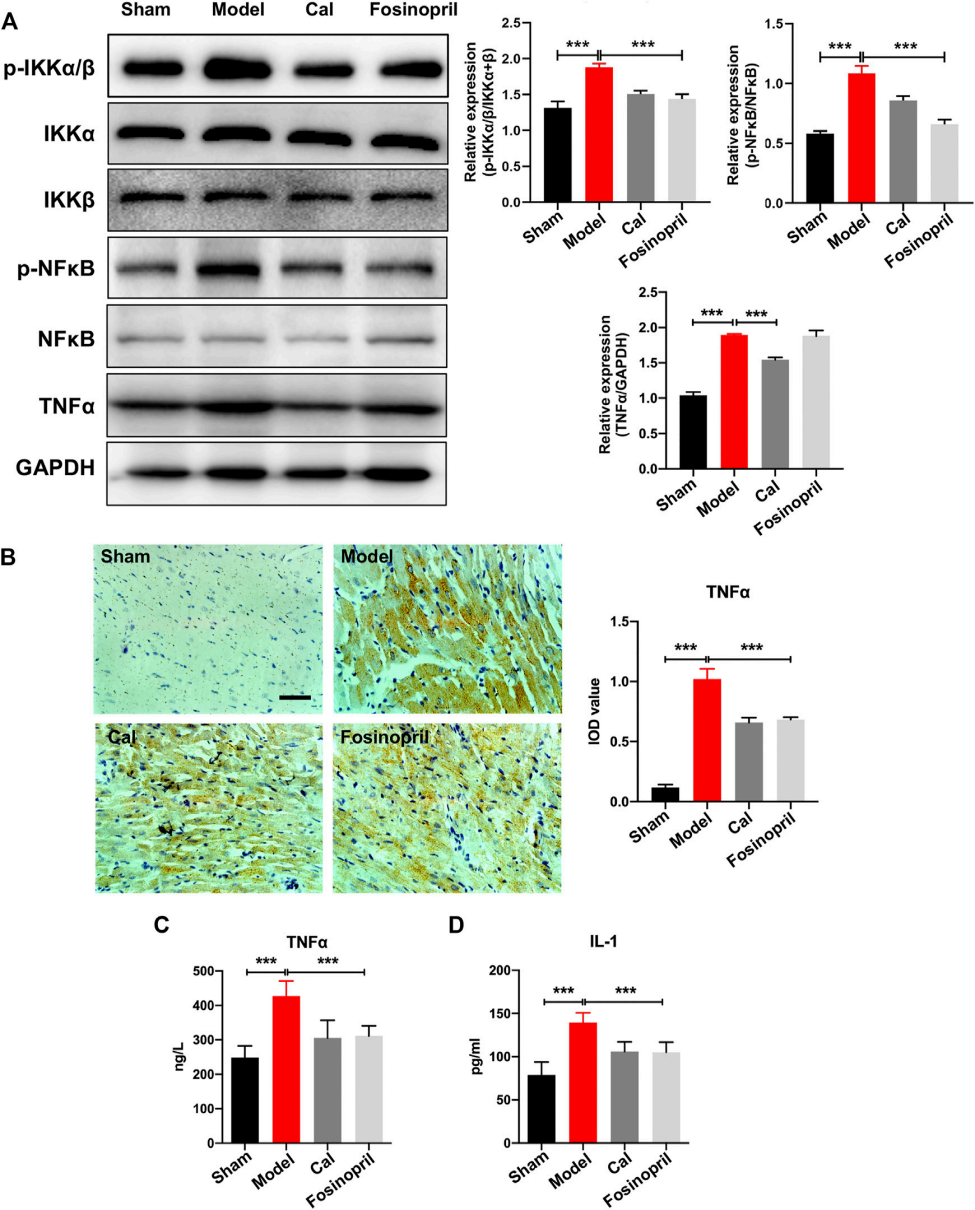
Effects of Cal on myocardial inflammatory via IKKs-NFκB pathway. **(A)** Western blot bands of *p*-IKKα/β, *p*-NFκB, and TNFα and their quantitative results in HF rats, Cal could downregulate the expressions of *p*-IKKα/β, *p*-NFκB, and TNFα, while fosinopri did not decrease *p*-NFκB expression. **(B)** IHC images of TNFα and quantitative results in different groups. Levels of serum TNFα **(C)** and IL-1 **(D)** in the different groups. Data are presented as the mean ± standard error of three independent experiments. (*N* = 3 per group, ** *p* < 0.01, and *** *p* < 0.001).

### Effects of calycosin on myocardial fibrosis via STAT3-MMP9 pathway

To investigate the effects of Cal and fosinopril on antifibrosis, the contents of collagen I and Ⅲ in the cardiac tissue were determined by IHC. Results showed that IOD of collagen Ⅰ and Ⅲ in the model group were increased, compared with that in the sham group. After treatment with Cal and fosinopril, IODs of collagens Ⅰ (Figure 4A) and Ⅲ (Figure 4B) were both reduced. These results demonstrated that Cal and fosinopril could effectively attenuate cardiac fibrosis through the inhibition of expressions and depositions of collagen I and collagen III. Recent evidence indicates that the sustained activation of STAT3 signaling after MI may contribute to adverse remodeling and progression to heart failure (Nural-Guvener et al., 2015). MMP-9 is involved in post-MI repair and remodeling by regulating ECM metabolism and processing inflammatory mediators (Frangogiannis, 2017). The results showed that expressions of phosphorylated STAT3 (p-STAT3) and MMP-9 were upregulated in the model group, and Cal and fosinopril impressively inhibited the expressions of p-STAT3 and MMP-9 compared with the model group (Figure 4C).

**FIGURE 4:**
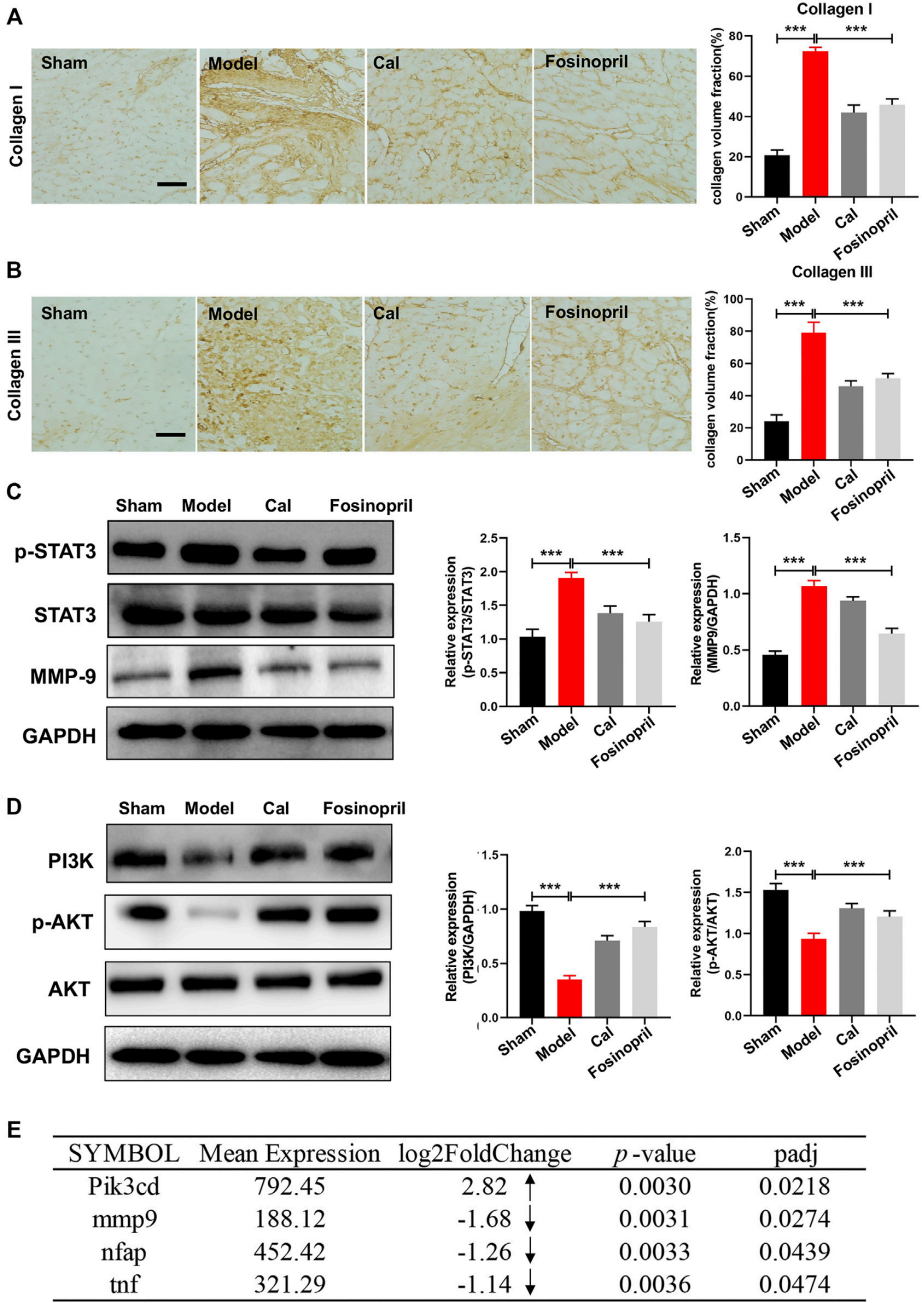
Effects of Cal on myocardial fibrosis via the STAT3–MMP9 pathway. IHC images of collagen Ⅰ **(A)** and Ⅲ **(B)** in HF rats. Quantitative results of types Ⅰ and Ⅲ collagen content with IOD value; Cal and fosinopril could significantly reduce the collagen deposition compared with the model group. **(C)** Western blot bands of p-STAT3 and MMP-9 and their quantitative results in HF rats; Cal and fosinopril could downregulate the expressions of p-STAT3 and MMP-9. **(D)** Western blot bands of PI3K, *p*-AKT, and AKT and their quantitative results in HF rats. **(E)** The differentially expressed genes between the Cal group and the model group. The arrows represent the upregulated or downregulated expression of gene. Data are presented as the mean ± standard error of three independent experiments. (*N* = 3 per group, **p < 0.01, ***p < 0.001).

PI3Ks are kinases that are responses for different types of membrane receptors, which have been observed to be activated in many cardiovascular diseases such as heart failure, hypertension, and atherosclerosis (Ghigo et al., 2013). *In vivo* results implied that the expressions of PI3K and *p*-AKT in the model group were decreased, while after treatment with Cal and fosinopril, the expressions were both upregulated remarkably (Figure 4D). 

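Pik3cd (ENSMUSG00000039936), the gene of the catalytic p110δ subunit of PI3K, lies on mouse chromosome 4 from 149649168 to 149702571 on the minus strand in the deposited annotation. Its normalized count was 90.9 ± 9.57 (SD, n = 3) in the libraries headed Cal and 231 ± 14.7 (SD, n = 3) in those headed Model. Every library headed Model was above every library headed Cal (two-sided exact permutation test, p = 0.1). The log2 fold change of the libraries headed Cal over those headed Model was -1.34 (standard error 0.17, adjusted p = 0.000628 from limma), and it stayed between -1.42 and -1.27 with each library left out in turn. The authors' deposited table gives Pik3cd a log2 fold change of 1.34 with an adjusted p of 1.5e-08, and its mean columns name the libraries headed Model as Cal, so by those headings the gene was higher in the Cal group. Pik3cd is not among the genes listed for the model and sham groups.

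**Figure D4:**
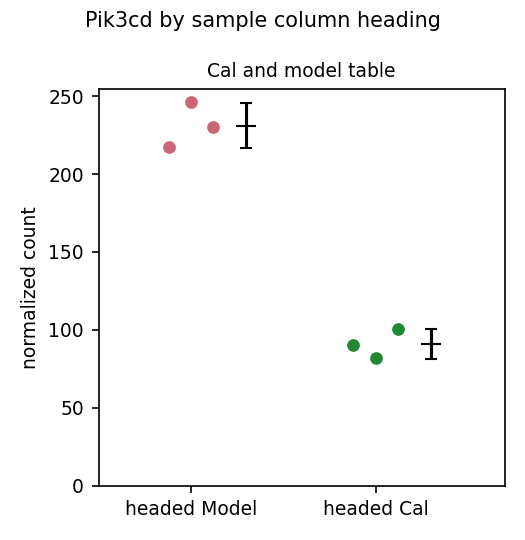
Normalized count of Pik3cd in each of 3 libraries headed Model and 3 headed Cal, as points, with the mean and SD as a bar beside them. The libraries headed Model have a mean of 231 and those headed Cal of 90.9, groups that the mean columns of the same table name the other way.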

Besides, transcriptome analysis revealed that the mRNA level of Pik3cd was significantly increased under Cal treatment, compared with the model group (Figure 4E). The Cal treatment dramatically downregulated the mRNA levels of mmp9, tnf, and nfap (NFκB activating protein), respectively (Figure 4E).

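Tnf (ENSMUSG00000024401), on mouse chromosome 17 from 35199381 to 35202007, had a normalized count of 532 ± 195 (SD, n = 3) in the libraries headed Cal and 127 ± 38.1 (SD, n = 3) in those headed Model. The log2 fold change of Cal over Model by these headings was 2.04 (standard error 0.31, adjusted p = 0.00115 from limma), and all 3 libraries of the first group were above the second. In the authors' deposited table the log2 fold change of Tnf is -2.07, named Cal over model by the mean columns, which is a decrease in the Cal group. In the model and sham table, Tnf had 595 ± 218 in the libraries headed Cal and 10.6 ± 5.75 in those headed Con (SD, n = 3 each), a log2 fold change of 5.79 (standard error 0.44, adjusted p = 1.93e-05 from limma) that the mean columns name model over Con. Neither Mmp9 nor Nkap, the gene of NFκB activating protein, is among the 4288 or the 2458 genes listed, so their levels were not analysed here.

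**Figure D5:**
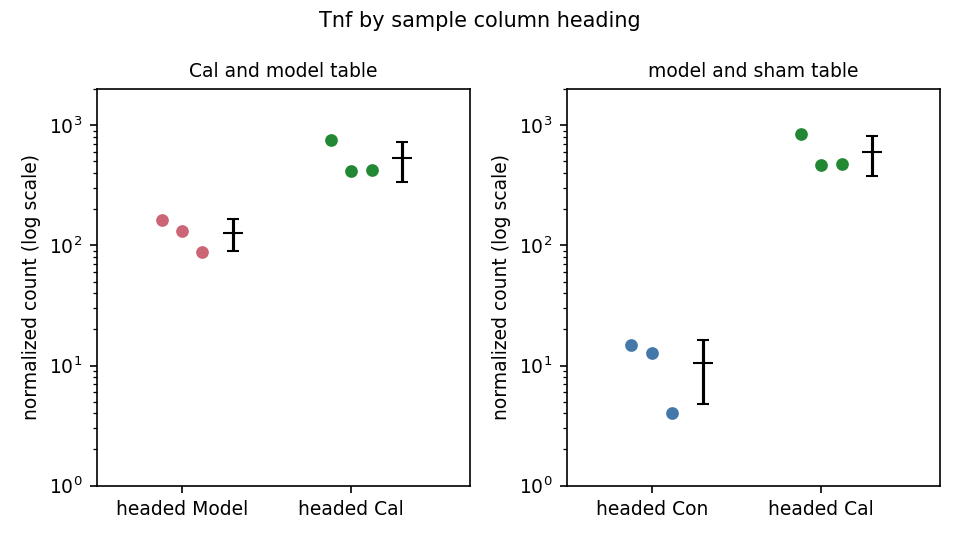
Normalized count of Tnf on a log scale in each library by sample column heading, for the Cal and model table (left) and the model and sham table (right), with the mean and SD beside the points. The libraries headed Cal have means of 532 and 595 in the 2 tables, which were normalized separately, above the means of 127 for those headed Model and 10.6 for those headed Con.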

### Anti-inflammation effects of calycosin via PI3K–AKT signaling pathway in cardiomyocytes

To further confirm the regulatory mechanism of Cal on inflammation and to better simulate the pathological environment of cardiomyocytes under inflammatory condition in HF, we applied a macrophage conditioned media (CM)-stimulated cardiomyocyte model described in our previous study (Li et al., 2016). Cell viability was reduced dramatically, and cell injury had occurred as characterized by induction of ROS and mitochondria damage. H9C2 cell, an embryonic cardiomyocyte cell line, was selected here owing to its robust and fast reaction to various stimuli. As shown in Figures 5A, B, treatment with 1–25 μM Cal proved to be effective, and 5 μM Cal showed the best protective effect on cell viability. So, 5 μM Cal was the optimal concentration applied in the subsequent experiments. During the inflammatory phase of heart failure, myocardial cell death and hypoxia trigger the overgeneration of reactive oxygen species (ROS) and the damage of the mitochondria. ROS staining showed that Cal dramatically reduced the level of ROS (Figure 5C). The evaluation of mitochondrial transmembrane potential (MMP) was conducted by JC-1 probe (Zhang et al., 2021). The results suggested that the ratio of aggregates/monomers increased in response to Cal, suggesting that the MMP returned to normal (Figure 5D). Besides, Cal significantly reduced the release of TNFα and IL-1 (Figure 5E). Intriguingly, LY294002, an inhibitor of PI3K, compromised these protective effects of Cal in CM-induced H9C2 cells.

**FIGURE 5:**
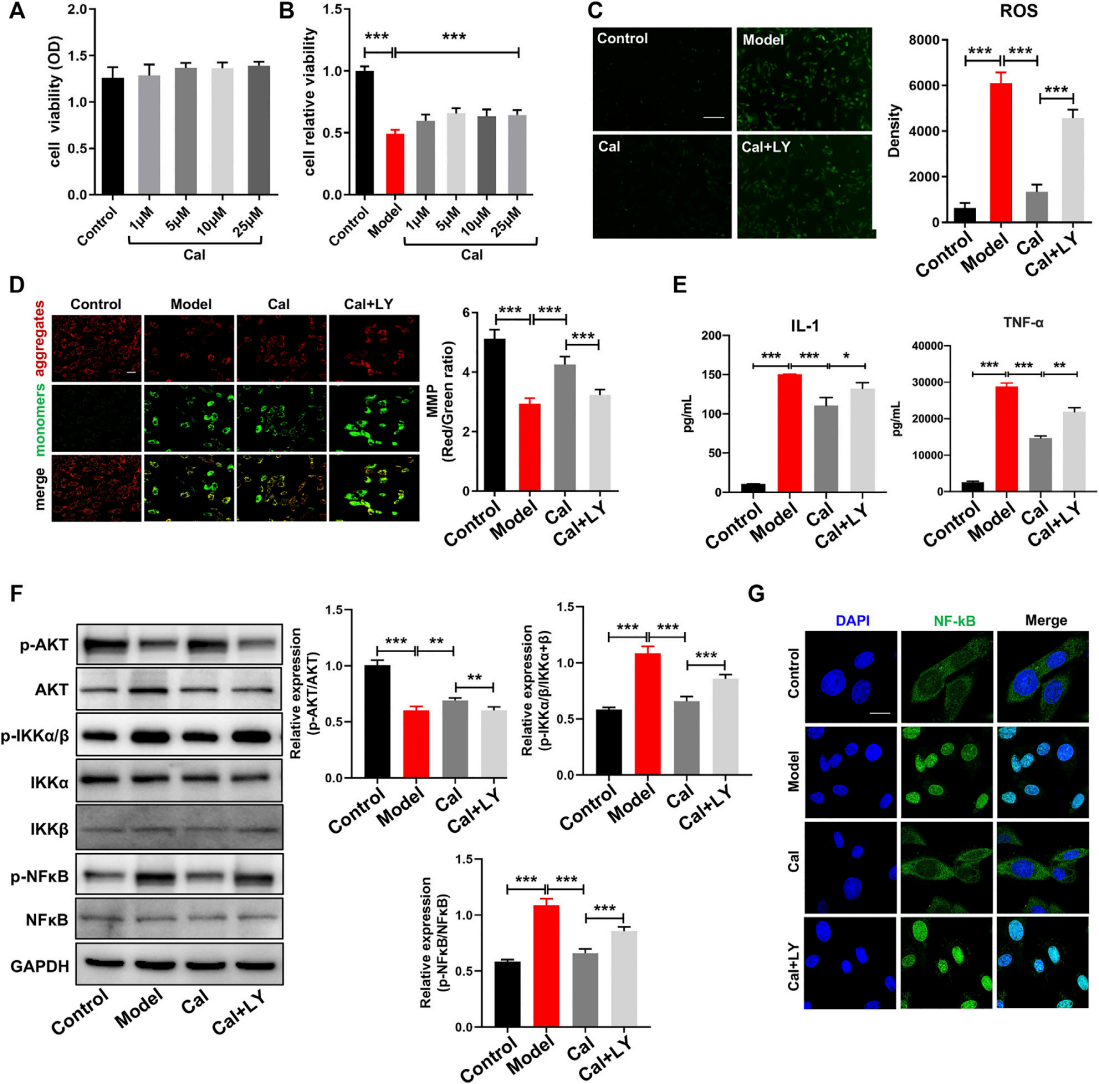
Anti-inflammation effects of Cal via the PI3K–AKT signaling pathway in cardiomyocytes. CCK8 assay was used to determine cell injury. **(A)** Cal (1–25 μM) has no cytotoxicity on H9C2 cells compared with the control group. **(B)** Conditioned media (CM)-induced cellular injury in H9C2 cells and Cal (5 μM) increased cell viability significantly. **(C)** reactive oxygen species (ROS) staining in the different groups, *N* = 12. (D) Mitochondrial membrane potential (MMP) was determined by JC-1 probe (400×, scale bar = 100 μm), *N* = 12. **(E)** The release of IL-1 and TNF-α in H9C2 cell supernatants was detected by ELISA assay, *N* = 12. **(F)** Western blot bands of *p*-AKT, *p*-IKKα/β, and *p*-NFκB and quantitative results in cells. **(G)** Immunofluorescence staining of NFκB under different treatments; scale bar = 50 μm. *N* = 20 cells per group. Data are presented as the mean ± standard error of three independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001.

As the PI3K–AKT pathway plays a vital role in regulating the inflammation, we compared the expression levels of *p*-AKT, *p*-IKKα/β, and *p*-NFκB in CM-induced H9C2 cells with or without Cal treatment. WB results implied that expression of *p*-AKT was impressively reduced in the model group, while treatment with Cal could promote the expression of *p*-AKT (Figure 5F). Besides, the expressions of *p*-IKKα/β and *p*-NFκB were both markedly increased in the model group compared with the control group, while treatment with Cal downregulated their expressions, respectively (Figure 5F). Immunofluorescence results also showed that Cal treatment inhibited nuclear translocation of NFκB (Figure 5G). To further explore the anti-inflammation effect of Cal on the PI3K–AKT pathway, LY294002, an inhibitor of PI3K, was added together with Cal. Intriguingly, LY294002 suppressed the expression of *p*-AKT. Furthermore, the regulation on *p*-IKKα/β, NFκB activation, ROS level, MMP, and proinflammatory cytokine level by Cal was also eliminated by LY294002 (Figures 5D–G), indicating that Cal protected against CM-induced injury in H9C2 cells partly by targeting on the PI3K–AKT pathway. Collectively, these results demonstrated that Cal could alleviate inflammation by activating PI3K–AKT pathway in cardiomyocytes.

### Antifibrosis effects of calycosin via PI3K–AKT signaling pathway in cardiac fibroblasts

The effects of Cal on TGFβ-stimulated cardiac fibroblasts were further investigated. Cardiac fibroblasts were incubated with TGFβ at a concentration of 20 ng/ml for 24 h. TGFβ induces transformation of fibroblast to myofibroblast, which is the main producer of collagens and is characterized by the presence of α-smooth muscle actin (α-SMA). Our results showed that α-SMA expression was increased in TGFβ-stimulated cells, suggesting that fibroblasts were phenotypically transformed into myofibroblasts (Figure 6A). Cal treatment suppressed TGFβ-induced expression of α-SMA, dramatically reduced the expressions of p-STAT3 and MMP-9, and upregulated the expressions of PI3K and *p*-AKT compared with the model group (Figures 6A, B). While cotreatment with LY294002 abolished these effects. These data suggested that Cal could block the transformation of fibroblast to myofibroblast, thereby suppressing cardiac fibrosis via the PI3K–AKT pathway.

**FIGURE 6:**
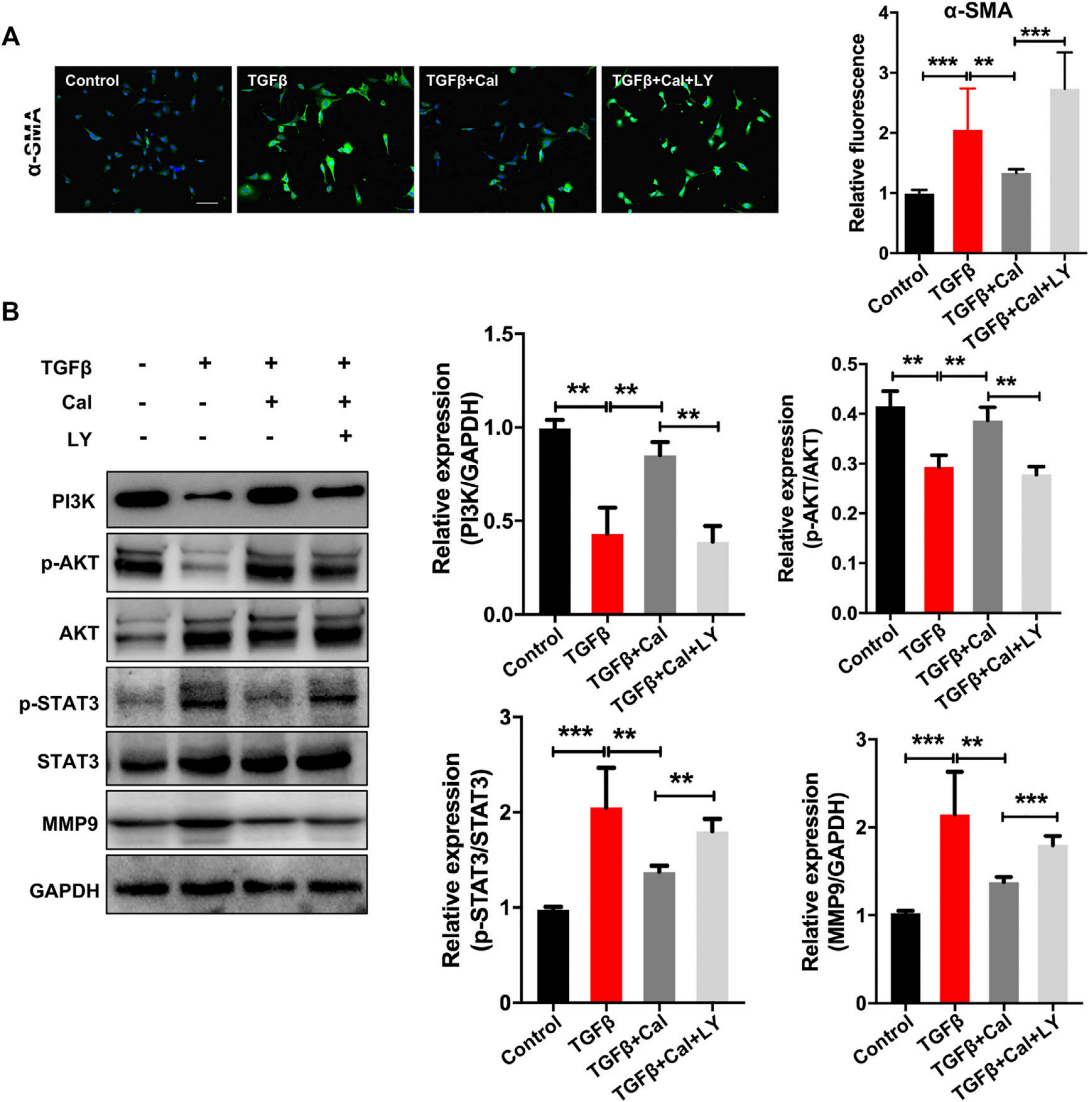
Cal regulated the TGFβ-activated PI3K–Akt signaling pathway in cardiac fibroblasts. **(A)** Representative images of α-SMA immunoassay in each group. Scale bar = 50 μm. *N* = 20 cells per group. **(B)** Western blot bands of PI3K, AKT, STAT3, and MMP9 and their quantitative results in cells. Data are presented as the mean ± standard error of three independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001.

## Discussion

The main goal of this research was to explore the relationship between the PI3K–AKT signaling pathway and the potential anti-inflammation/antifibrosis effects of Cal on HF in rats and in H9C2 cells. Our study provided a novel approach and mechanism for the treatment of HF. The main findings are as follows: 1) Cal ameliorated cardiac functions and alleviated pathological changes in an HF rat model. 2) Cal inhibited excessive release of proinflammatory cytokines by inhibiting IKK-NFκB-mediated inflammatory pathway in cardiomyocytes. 3) Cal blocked the transformation of fibroblast to myofibroblast through the inhibition of STAT3-MMP9 signaling. 4) These regulative effects were accessed by targeting the PI3K–AKT pathway.

HF is typically associated with myocardial fibrosis. Here, inflammation and fibrosis are thought to play critical roles. Activation of an inflammatory reaction and the subsequent secretion of inflammatory cytokines, such as TNFα, facilitate the recruitment and activation of more inflammatory cells to the developing lesion (Huang and Frangogiannis, 2018). Cardiac fibrosis is characterized by an increased amount and a disrupted composition of the fibrillar/collagen-rich ECM. Excessive fibroblast activation may lead to expansion of the fibrotic scar area, which increases myocardial stiffness and promotes diastolic dysfunction (Kong et al., 2018). In our HF rat model, levels of TNFα and IL-1 elevated significantly. In addition, cardiac remodeling characteristics were observed, such as cardiomyocyte derangement, infiltrated inflammatory cells, as well as abnormal deposition of collagen. Therefore, inflammation and fibrosis are interesting targets for innovative heart failure treatments. The exciting part is that Cal treatment rescued hearts from inflammatory cell infiltration and maintained original morphology as well as reduced contents of collagen deposition in HF models. Furthermore, Cal treatment could reverse the abnormal elevation of serums TNFα level and IL-1 level in HF rats.

To investigate the potential mechanisms of Cal, RNA-seq is applied. GO significant enrichment analysis identified that anti-inflammation and antifibrosis effects are involved in Cal treatment, and the PI3K–AKT signaling pathway is regulated by Cal to ameliorate the cardiac function of HF according to KEGG enrichment analysis. A few studies have reported changes in PI3K signaling in HF (Ghigo et al., 2017; Durrant and Hers, 2020), There is controversy in the literature as some studies reported an activation, while others reported an inhibition of PI3K (Hao et al., 2020). Collectively, our findings can give a deeper insight on the therapeutic mechanisms of Cal in treating HF.

To further investigate the underlying mechanism of anti-inflammation and antifibrosis, a CM-induced H9C2 cell model and a TGFβ-induced cardiac fibroblast model were conducted, respectively. In cardiomyocytes, Cal significantly improved cell viability, inhibited ROS production, and restored MMP against CM-induced injury. Besides, results showed that Cal could downregulate levels of *p*-IKKα/β, *p*-NFκB, TNFα, and IL-1, demonstrating that Cal has a regulative efficacy on anti-inflammation pathway in cardiomyocytes. In cardiac fibroblasts, Cal showed a marked effect on myocardial fibrosis evidenced by decreased α-SMA expression. Besides, Cal could decrease the protein levels of p-STAT3 and MMP-9. These results indicated that Cal could alleviate inflammatory responses and attenuate cardiac fibrosis to exert cardioprotection against HF. The upstream pathways of inflammation and fibrosis were further demonstrated. Cal could enhance the expression of PI3K, then activate *p*-AKT expression dramatically. LY294002, an inhibitor of PI3K, was then added together with Cal, to further validate the effect of Cal on the PI3K–AKT pathway. Results indicated that the protective effects and relative protein levels of *p*-AKT, *p*-IKKα/β, and *p*-NFκB were abrogated by LY294002 in cardiomyocytes. In addition, cotreatment with LY294002 also abolished the effects of Cal on α-SMA, p-STAT3, and MMP9 levels in cardiac fibroblasts. Collectively, these data indicated that Cal exerted anti-inflammation and antifibrosis effects against HF through the PI3K–AKT pathway.

## Conclusion

This study implies that Cal reduces cardiac inflammation and fibrosis via the PI3K–AKT signaling pathway in H9C2 cells, fibroblasts, and heart failure postacute myocardial infarction rats (Figure 7). Cal, as a novel PI3K activator, reduces inflammation and fibrosis in heart failure through the AKT–IKK/STAT3 axis. These findings aid our understanding on the therapeutic mechanisms by which Cal exerts cardioprotection.

**FIGURE 7:**
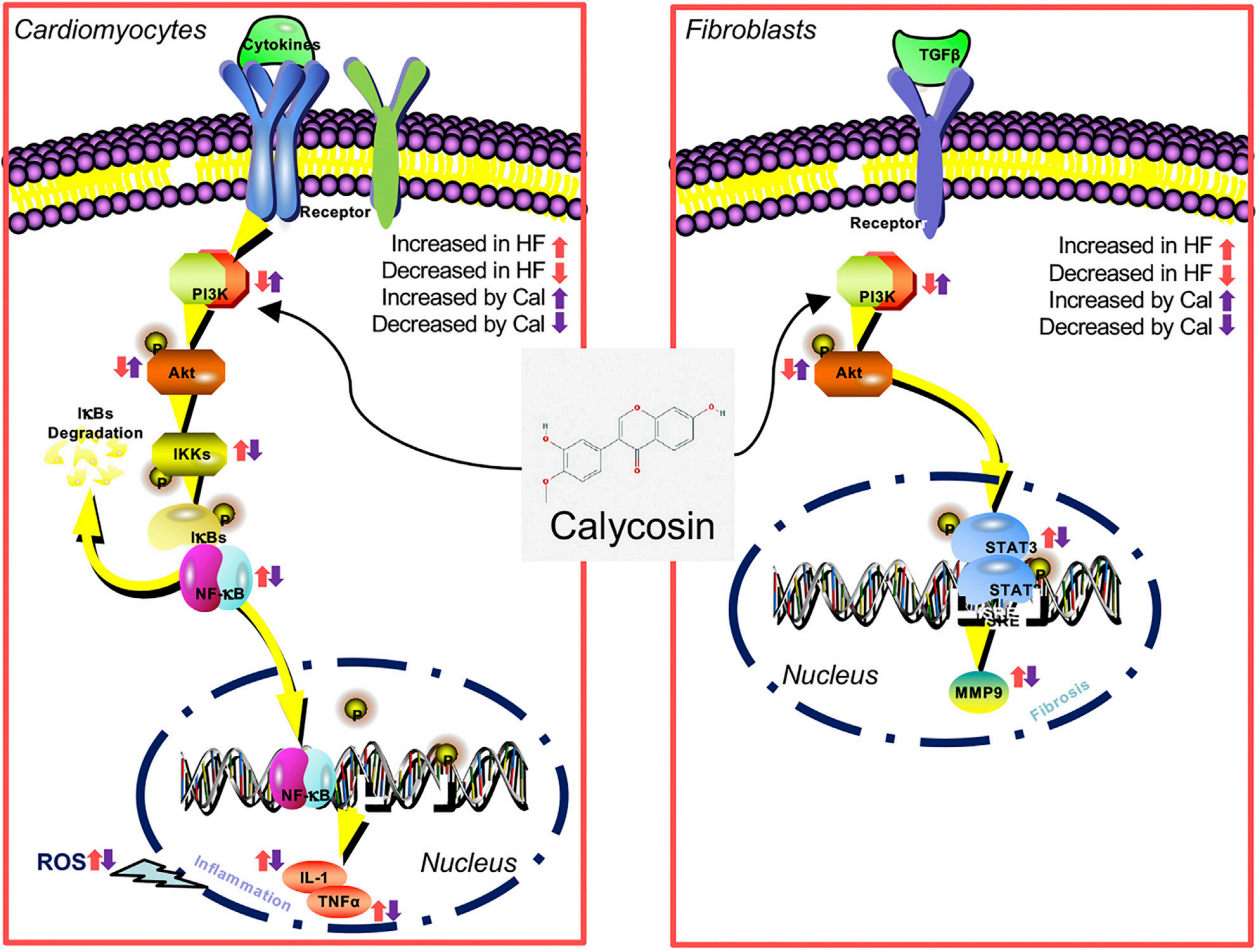
A diagram of the involvement of PI3K–AKT in the inhibition by Cal of cardiac inflammation and fibrosis induced by myocardial infarction (MI).

Our work still includes some limitations. In our previous study, 1–10 μg/ml of LPS had no effects on the production of NO and LDH in H9C2 cells, indicating that LPS is not an ideal agent for inducing inflammation in H9C2 cells (Li et al., 2016). As cytokines released from macrophages play an important role in the progression of inflammation in ischemic heart tissue (Li et al., 2016), we concluded that cytokines contained in the conditioned medium used to stimulate H9C2 cells is critical. To determine whether the conditioned medium contain LPS is important, and we would perform mass spectrometry analysis in our future study. Since TGFβ is not an equivalent stimulus to the *in vivo* HF model. In order to replicate the *in vivo* and HF phenotype more appropriately, methodologically, we will use fibroblasts cultured from sham rats and HF rats to make our conclusions much more compelling and powerful. Besides, we will include the fosinopril group in the RNA seq and *in vitro* data. In addition, we will carry out experiments to explore whether LY can blunt the impact of Cal *in vivo*.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE184649.

How the deposited data were processed for this re-analysis (not part of the article)

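Cardiac RNA-seq libraries of 9 rats were analysed, 3 each from the sham, model and Cal groups, from 2 tables of gene values. The labels call the sham group a control group. According to the paper's Methods, the authors aligned the reads to rat reference sequences, counted reads per gene and tested genes with DESeq2, while the aligner, the counting tool and the genome build are not named in the paper's text. The identifiers in the deposited tables are mouse Ensembl genes.

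The deposited signal in each sample column is a gene's count divided by one size factor per library, which the authors computed separately for each table. Every value was a whole multiple of the smallest nonzero value of its column, so whole reads were recovered for 100% of the values. Size factors ranged from 0.820 to 1.17 in the Cal and model table and from 0.950 to 1.07 in the model and sham table. The authors also deposited group means, a log2 fold change per gene, and a p-value with an adjusted p-value, all from their own fit, and only genes with an adjusted p under 0.05 are listed. The deposited gene length is the authors' value in bases. The largest deposited adjusted p was 0.04988 in the Cal and model table and 0.04996 in the other. The deposited p-values and adjusted p-values together imply that about 17792 and 15209 genes were tested. Total library depth is unknown, because the values of unlisted genes were not used here.  Replicate libraries differed by 11.6 to 104 times the sampling noise (chi-square per degree of freedom), so no pair was a duplicate.

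Libraries were assigned to groups by the headings of their sample columns, which name group and replicate. The mean columns contradict those headings in both tables, so the text names libraries by their sample heading and states the other name wherever a direction is given. No column of any other sample was present. The comparison planned as model against sham was made between the libraries headed Cal and Con, the only sample columns of that table. The p-values here come from limma 3.58.1 in R 4.3.3 (linear model with a trended prior variance) on log2(normalized count + 1), adjusted by the Benjamini-Hochberg method over the listed genes of each table. Calls needed an adjusted p under 0.05 and a log2 fold change beyond 1. The test design assumed normalized values or counts, and the values turned out to be counts divided by size factors. Single values were compared with exact permutation tests in scipy 1.17.1 and gene families with Fisher's exact test, adjusted with statsmodels 0.14.6. Families and marker genes were picked by symbol before the data were examined, and the pattern for interleukins also takes in the receptor gene Il7r and that for their receptors the antagonist gene Il1rn.

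The named genes follow a rule fixed in advance: the genes the paper names at the mRNA level and those of the proteins it measured, where listed, and per table the 5 largest rises and 5 largest falls among called genes whose groups do not overlap and whose mean in the higher group is at least 100. A gene covered by this rule is not reported here. The alternatives were pseudocounts of 0.1 and 10, a mean of at least 10, quantile normalization, median-ratio scaling, no fold change limit, an adjusted p under 0.01, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, the replicate number as a block, and leaving out each library in turn. For named genes only the pseudocount of 10, quantile normalization, the block and leaving out each library were set in advance. The pairing for the block comes from the replicate numbers in the labels, which belong to different animals. A fold against a group whose libraries all had at most 3 reads was computed against 3 counts. The scripts were tested on simulated data, in which limma found 97% of 200 genes changed by a log2 fold change of 2 among 3885 genes of the Cal and model table, with 7 false calls, and 100% of 200 among 2354 genes of the other, with 4.

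Rat gene names, for a check of identifiers only, came from the GRCr8 assembly, whose coordinates were not used. Pathway and ontology term lists were not used here. The blots, stainings, serum assays and cell experiments of the paper have no values in these tables and were left out.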

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

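The tests in this part were chosen after the results were seen, while the lists of marker genes were written before the data were examined. Each gene below lies outside those the paper discusses, and libraries are named by their sample column headings, which the mean columns contradict.

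Falls and rises were ranked among called genes whose groups do not overlap and whose mean is at least 100 in the higher group. The 5 largest of each between the libraries headed Cal and Model are in genes without mention in the paper. The log2 fold changes of Cal over Model were -8.82 for Saa3, -8.13 for Ubd, -8.02 for Gm4841, -7.12 for Ido1 and -6.85 for Sh2d5, and 5.52 for Ky, 5.48 for Rbp7, 4.16 for Aqp7, 4.14 for Fosb and 4.13 for Btnl9. Ubd had at most 3 reads in each library headed Cal and was at least 308-fold higher in those headed Model. Reads of Saa3 may be shared with its paralogs Saa1, Saa2 and Saa4, of which 2 are listed in the same table, and the counts do not show how such reads were assigned. Gm4841 carries a mouse-style name, and its libraries headed Model spread widely, with 7267 ± 6065 normalized counts (SD, n = 3).

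Several technical explanations were weighed for these 10 genes. The Spearman correlation across the 4288 genes between log2 fold change and gene length was 0.114. The mean size factor of the libraries headed Cal was 1.19 times that of the libraries headed Model, a small gap beside these differences. Under both quantile normalization and median-ratio scaling, 10 of the 10 genes kept their direction and an adjusted p under 0.05 from limma. The 10 highest genes took at most 9.78% of the reads on listed genes in a group. Only 1 of the 10 splits of the 6 libraries, the real one, gave as many as 2575 calls, but 10 splits cannot give a share under 0.1 and the listed genes had been selected on the real split, so this count decides nothing about an accidental division. Of 10 neutrophil marker genes, 8 are listed and all 8 were higher in the libraries headed Model, with log2 fold changes of Cal over Model from -3.79 to -2.29 and the same directions under both scalings. That is consistent with more neutrophils in the tissue of these libraries. For macrophages 1 of 8 listed markers was higher there, and 7 were higher in the libraries headed Cal. A difference in neutrophil content is thus a candidate explanation for at most part of the falls among the 10 genes. Those falls, from -8.82 for Saa3 to -6.85 for Sh2d5, were larger than the falls of the markers. Whether neutrophils express these genes was not tested. A neutrophil difference leaves the rises unexplained, since the genes that rose were lower in the libraries headed Model. Which group these libraries are depends on the headings, treated under the other observations.

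In the model and sham table, the log2 fold changes of the libraries headed Cal over those headed Con were 9.67 for Cxcl2, 8.89 for Cxcl1, 8.54 for Il6, 7.95 for Ccl4 and 7.73 for Cxcl10. The 5 largest falls by the same ranking were smaller, at -3.97 for Cxcr4, -3.81 for Inka1, -3.07 for Hey1, -2.91 for Akap5 and -2.91 for Hic1. Il6 had at most 1 read in each library headed Con and was at least 177-fold higher in those headed Cal, and Ccl4, with at most 3 reads, at least 254-fold higher. Cxcl1 and Cxcl2 are paralogs, and reads of one could be counted on the other, which the tables cannot show, so both values are uncertain. The correlation of log2 fold change with gene length was -0.207, the ratio of mean size factors 0.964, and the 10 highest genes took at most 23.5% of the reads on listed genes. All 5 rises kept their direction and an adjusted p under 0.05 from limma under both other scalings, with 5 of 5 counted. That count did not take in the falls. The split of the 6 libraries by heading was again the 1 of 10 with as many as 712 calls, a count that for the same reasons decides nothing.

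Leukocytes entering the heart were tested as a source with 32 marker genes of macrophages, neutrophils and lymphocytes. Of these, 5 are listed as higher in the libraries headed Cal, 4 of them neutrophil markers. A further 1, a macrophage marker, is listed as lower, with a log2 fold change of -0.49. Unlisted markers have no values here, so leukocytes may or may not contribute. An acute stimulus or the handling at harvest was tested with 16 immediate early genes, of which 14 are listed and all 14 were higher in the libraries headed Cal, with log2 fold changes from 1.14 to 4.11 and the same directions under both other scalings. In the Cal and model table 13 of the 16 are listed. Against the libraries headed Model, 12 were higher in those headed Cal and 1 lower, with log2 fold changes from -0.88 to 4.14. That is consistent with an acute response in these libraries at the time the tissue was taken, whichever group they are. Whether treatment, HF or handling set it off cannot be told from the design.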

How the results depend on the processing

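Unless said otherwise, the alternatives were set before the data were examined. Dropping the fold change limit raised the calls from 2575 to 4272 for the libraries headed Cal and Model and from 712 to 2454 for those headed Cal and Con. Under the other alternatives with all libraries kept, the counts stayed within 1.5 times, from 2182 to 2693 and from 602 to 789. Across the 6 fits per table that each left out one replicate, they ran from 2344 to 2704 and from 679 to 775. With the replicate block, 2574 and 713 genes were called, and same-numbered libraries, which are different animals, deviated together with correlations of -0.030 and -0.093 across genes, so the numbers do not pair them.

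Scaling moved the balance of directions. Median log2 fold changes of the listed genes shifted by 0.42 under quantile normalization and 0.30 under median-ratio scaling in the Cal and model table, and by -0.42 and -0.28 in the model and sham table. Genes higher in the libraries headed Cal made up 47.3% of calls against Model as deposited and 61.1% under median-ratio scaling (54.4% under quantile normalization). Against Con they made up 62.2% as deposited, 47.0% under quantile normalization (346 higher, 390 lower) and 43.3% under median-ratio scaling (342 higher, 447 lower). Both scalings were computed on the listed genes and centre them, while the values as deposited keep the authors' own factors.

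The overlap of 986 genes fell to 286 when a call in both fits was required and to 288 with a deposited log2 fold change beyond 1 in both, from the fold change limit. The share of opposite changes was 44.4% in the 9 fits leaving out one replicate (lowest and highest 44.4%) and in the 6 with disjoint libraries, which shows no stability because the genes were selected as differing in both tables. It was 87.7% by the sample column headings, a setting chosen after seeing the data under which 548 of the 986 genes are opposite by arithmetic. The value moved because the comparison with Con is then made with the libraries headed Model.

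Families with an adjusted p under 0.05 from Fisher's exact test numbered 3, 2 among genes with a log2 fold change beyond 1, where the MAP kinases dropped out, and 1 among genes with a mean of at least 10, where the collagens and MAP kinases dropped out. The cause was not tested. The number was 3 in the fits leaving out one replicate (3 to 3), under quantile normalization, and under median-ratio scaling and without Il1rn, both added after seeing the data. Apart from quantile normalization, no gene changed sign in those fits (the smallest absolute log2 fold change was 0.34), so they show no stability. Of 509 alternative values for 55 single genes and families, some from settings added after seeing the data, 493 kept their direction and side of the threshold, 14 became weaker and 2 reversed. The reversed values are those of Akt2 (-0.062) and Stat3 (-0.050) in Cal over Con under quantile normalization, both from positive changes about as large as the shift of the median. Depth limits genes with a few reads, such as Il6 and Ubd. For these, only the folds computed against 3 counts are lower bounds. Their log2 fold changes from limma depend on the pseudocount, and that of Il6 in Cal over Con was 8.54 and, with a pseudocount of 10, 5.54.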

Differences from the paper's values

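For Pik3cd, the log2 fold change of the libraries headed Cal over those headed Model was -1.34, against the paper's value of about 2.8 in Figure 4E, read by eye. None of the alternatives set for named genes before the data were examined closed the gap, with values from -1.42 to -1.26. Nor did 4 settings added for this gene after seeing the data, which gave -1.35 under a pseudocount of 0.1, -1.04 under median-ratio scaling and -1.34 with both edgeR and DESeq2. The authors' deposited table gives 1.34 by its mean headings, which has the paper's sign and is still smaller.

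For Tnf, the log2 fold change was 2.04 by the sample column headings, against the paper's value of about -1.1 in Figure 4E, read by eye. The alternatives set for named genes before the data were examined gave 1.76 to 2.24, and the same 4 added settings gave 2.05, 2.34, 2.07 and 2.07 in that order, so none closed the gap. The authors' deposited table gives -2.07 by its mean headings, with the paper's sign and a larger size.

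The mean normalized count of Pik3cd over the 6 libraries was 161, against the paper's mean expression of about 790 in Figure 4E, read by eye. Neither the mean of the libraries headed Cal (90.9) nor that of the libraries headed Model (231) reached it. For Tnf the mean over the 6 libraries was 330, against about 320 in the same figure, read by eye, so Tnf did not share this gap.

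The paper lists mmp9 and nfap as lower under Cal, whereas neither Mmp9 nor Nkap is among the 4288 genes of the Cal and model table. The paper states that the reads were aligned to a rat reference, whereas 4288 of 4288 and 2458 of 2458 identifiers are mouse genes. In the paper's volcano plot (Figure 2C) the points with the smallest p lie on the side of decreased genes, while the authors' deposited table gives its smallest p, that of Saa3, a log2 fold change of 8.64 by its mean headings. By the sample column headings the value is -8.82, on the side of the plot. The paper describes Pik3cd as increased and Tnf as decreased by Cal, directions that the mean headings give and the sample headings reverse. The paper has more decreased than increased genes among its DEGs. By the sample headings 1356 called genes were lower and 1219 higher in Cal, while by the mean headings the authors' deposited table has 1389 genes with a log2 fold change above 1 and 1207 below -1. No setting matched the paper's total, and the authors' deposited table has 2596 genes beyond that limit.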

Other observations

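The tests in this part were chosen after the results were seen. In 2 of 2 tables the mean columns name libraries otherwise than the sample columns do. One possible explanation is that the Cal and Model headings of the sample columns were exchanged, which would give such a mismatch in 2 tables. The mean columns go with the names of both tables. An exchange in the mean columns would look the same in the Cal and model table. In the model and sham table, which has no sample column headed Model, it would also need a wrong table name. An exchange of the sample headings thus needs fewer errors. The paper's volcano plot goes with the sample headings, however, so which headings are right was not settled. The choice turns every direction between Cal and model. By the mean headings, Pik3cd rises and Tnf and most collagens fall under Cal, but all 16 genes picked as interleukin receptors and Saa3 rise. By the sample headings, the interleukin receptors and Saa3 fall, but Tnf, Il1b and most collagens rise and Pik3cd falls. These majorities held under quantile normalization and median-ratio scaling.

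The reversal of HF changes depends on the same choice, with 44.4% of 986 genes by the names of the deposited tables and 87.7% by the sample column headings. The 2 shares are not alike, since 548 genes are opposite by arithmetic under the sample headings, which leaves 317 of 438 that were free to differ. Whether sharing the middle libraries between both comparisons could raise the share was tested with disjoint libraries, and the mean share differed by 0 percentage points. Since the genes had been selected as differing in both tables, that test had little room to move and leaves the explanation open.

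All identifiers are mouse genes in tables of rat libraries. Conversion of rat genes to mouse identifiers by orthology would leave few genes that are named only in mouse, whereas 402 listed entries over both tables have a mouse-style Gm or Rik name. Of the protein-coding genes of the Cal and model table, 95.3% share a name with a rat gene of the GRCr8 assembly. If rat reads had been aligned to the mouse genome, genes without a rat name would be expected at lower values. Their median was 0.478 times that of genes with one in the Cal and model table and 0.287 times in the model and sham table. The highest gene without a rat name in the first of these, Iigp1, had a mean of 18488 normalized counts over 6 libraries. Genes without a rat name may also be low for other reasons. The match was by name only and did not compare sequences, so a gene named differently in rat counts as having none. The test cannot separate rat reads on a mouse genome from reads of another source.

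In the Cal and model table 4 gene names, and in the model and sham table 6, appear as dates, which hides the genes of those entries from a search by symbol. Of 10 endothelial marker genes, 8 are listed in the Cal and model table and all 8 were higher in the libraries headed Cal than in those headed Model, with log2 fold changes from 0.61 to 2.17. In the model and sham table 7 of 8 listed endothelial markers were lower in the libraries headed Cal than in those headed Con. The same counts came out under both other scalings.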
